A study of Drosophila melanogaster with 12 samples. Its data were reported in "Oo-site: A dashboard to visualize gene expression during Drosophila oogenesis suggests meiotic entry is regulated post-transcriptionally" (2022).

How the data were processed

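Ovaries of *Drosophila melanogaster* were dissected 1 to 3 days after eclosion from 3 genotypes, each driven in the germline by NosGAL4. UAS-*tkv* drives a type I BMP receptor and enriches the ovary for germline stem cells (GSCs). The *bam* RNAi line lowers the differentiation factor *bam* and enriches for GSC daughters (cystoblasts, CBs). The *aramis* RNAi line targets *aramis* (*ais*, also CG5589), a DEAD-box helicase gene of ribosome biogenesis. Both RNAi lines also carried UAS-*Dcr-2* and UAS-*tkv* did not, so this transgene is shared by *aramis* RNAi and *bam* RNAi only. For each genotype 2 replicates gave an input library from a reserved part of the polysome lysate and a polysome library from pooled gradient fractions, 12 libraries in all. Input RNA was taken with TRIzol and polysome RNA with acid phenol-chloroform, so the fractions differ in extraction as well as in polysome association. Nothing in the labels says that replicates came from separate crosses or cultures, so the p-values measure only the spread between these samples.

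Per the labels, poly(A)-selected directional libraries were aligned by the authors to the dm6 build with HISAT2 version 2.1.0 and counted with featureCounts version 1.4.6. The deposited values are integer read counts per gene, for 17023 gene identifiers in each of the 12 libraries. The annotation release, the strand setting and the handling of reads that match several genes were not stated, so counts of antisense neighbours and close paralogs are uncertain. Names, dm6 coordinates and exon lengths came from the Ensembl annotation of the BDGP6 assembly. They were found for 16647 identifiers. The other 376 held from 4.13% to 6.46% of a library's counts and were kept in the fits under their identifiers.

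Total counts ran from 3131667 (*aramis* RNAi polysome replicate 2) to 15039925 (*bam* RNAi polysome replicate 2). A count of 0 in both libraries of a group was bounded by a floor of 3 counts over the group. Intervals and floors cover counting error only, since the reads carried no molecular identifiers.

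Counts were modelled in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr by group, which left 9745 genes and removed 7278. Library sizes were scaled by TMM. A single quasi-likelihood fit of 6 group means over the 12 libraries had 6 residual degrees of freedom and a common dispersion of 0.178. The input comparisons were *aramis* RNAi against UAS-*tkv*, *aramis* RNAi against *bam* RNAi and *bam* RNAi against UAS-*tkv*. Translational efficiency (TE), the polysome level relative to the input level, was compared as the interaction of fraction and genotype for the same pairs and for *aramis* RNAi against the mean of both controls. Genes were called at a Benjamini-Hochberg adjusted p under 0.05, and counts at the thresholds of the study are given as well. These are over 4-fold at a false discovery rate under 0.05 for input and over 2-fold at an unadjusted p under 0.05 for TE. The median standard error of a log2 fold change was 0.43 for input and 0.61 for TE in *aramis* RNAi against UAS-*tkv*.

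A total of 26 gene lists were fixed before the data were examined, as were the comparisons, the tests and the rule for naming genes. The lists cover cytosolic and mitochondrial ribosomal proteins, translation elongation, ribosome biogenesis, the piRNA pathway, germline differentiation, meiosis, double-strand break repair, oocyte and maternal factors, yolk proteins, eggshell, and escort, cap and follicle cell markers. Others hold muscle sheath, fat body, hemocyte and midgut markers, glutathione transferases, ecdysone response, oxidative phosphorylation, proteasome, cell cycle, p53 and apoptosis, insulin and TOR signalling, BMP signalling, nucleoporins and chaperones. Patterns over gene symbols defined 8 lists, and 10 genes belong to more than 1 list. The meiosis list holds *nord* in error, and it was kept as fixed in every list test. Lists were tested with camera in limma 3.58.1 at a preset correlation of 0.01 between genes, against all other genes, and adjusted over the 26 lists of a comparison. They were tested again with an estimated correlation, and with fry, which asks whether a list's genes move one way on balance. Standard errors and n of single genes come from the fit with n = 2 libraries per group. Values in CPM (counts divided by the TMM-scaled library size, by edgeR) are means ± SD.

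Named genes were first the genes the labels name (*ais*, *bam*, *tkv*, *Dcr-2*) and *RpS19b* and *ord*, which the study followed. Next came up to 5 called genes with the highest and 5 with the lowest log2 fold change, at a mean of at least 10 CPM and with every replicate of one group beyond every replicate of the other. For each list up to 2 called members per direction followed. Where fewer than 5 genes passed, places were filled from genes past the study's thresholds by lowest p. TE was also computed as in the study, as log2 of polysome over input TPM (counts per exon length, scaled to the same sum in each library) with a pseudocount of 1, by replicate number, for the repair and meiosis lists.

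Counts were simulated from each gene's mean rate over all libraries and its fitted dispersion, with planted changes only. No other genotype difference, length trend or shift between replicates was simulated. Of the planted changes, 54.1% of 4-fold and 70.8% of 16-fold ones were called for input in *aramis* RNAi against UAS-*tkv*, with 9 false calls. For TE in the same pair these shares were 14.6% and 57.7%, with 5 false calls.

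Alternatives were DESeq2 1.42.0 size factors, no filter, a filter at a mean of 10 CPM, a DESeq2 Wald test on all libraries, DESeq2 or edgeR on the groups compared alone, a replicate block, and leaving out each library. Pseudocounts of 0.1 and 10, CPM in place of TPM and a looser filter were tried for the study's TE measure. A correction for exon length and the removal of each *bam* RNAi replicate from both fractions were chosen after seeing the data. The replicate numbers did not pair input and polysome libraries in every genotype: the correlation of their deviations was 0.54 in UAS-*tkv*, 0.39 in *aramis* RNAi and -0.00288 in *bam* RNAi. The main model was fixed without a block, as in the study's model, so the main TE tests did not use this pairing. The block was run as an alternative only. For TE it was a term for each genotype and replicate number, and for input a replicate term shared by all genotypes.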

Results

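Polysome-seq was used to ask how mRNA levels and their association with polysomes differ when *aramis* is lowered in the germline. UAS-*tkv* and *bam* RNAi ovaries, enriched for GSCs and CBs, served as developmental controls. Each of the 6 groups (3 genotypes in input and polysome) held 2 libraries. Input libraries held 8713750 and 5383688 counts in UAS-*tkv*, 13927813 and 12799159 in *bam* RNAi, and 10417185 and 6727797 in *aramis* RNAi. Polysome libraries held 11545494 and 5086998 counts in UAS-*tkv*, 5516325 and 15039925 in *bam* RNAi, and 12954029 and 3131667 in *aramis* RNAi. Replicates correlated across genes (Pearson's r of log2 CPM) at 0.936, 0.965 and 0.968 in the inputs of UAS-*tkv*, *bam* RNAi and *aramis* RNAi, and at 0.873, 0.902 and 0.937 in the polysomes. Genes are not independent replicates. Cytosolic ribosomal protein mRNAs took 33.9% of counts in *bam* RNAi polysome replicate 1 and 9.51% in replicate 2, against 21.6% and 21.8% in UAS-*tkv* and 5.15% and 9.14% in *aramis* RNAi polysomes.

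The targeted gene, *ais* (FBgn0036754, dm6 chromosome 3L, 17802490 to 17804715), was measured at 9.87 ± 1.93 CPM (SD, n = 2) in *aramis* RNAi input. It stood at 31.9 ± 3.28 CPM in UAS-*tkv* and 24.7 ± 5.62 CPM in *bam* RNAi. It fell by 1.69 ± 0.41 (log2, SE) against UAS-*tkv*, which is 3.24-fold lower with an adjusted p of 0.0163 by edgeR. The log2 difference from *bam* RNAi was -1.33, with an adjusted p of 0.0909. The call against UAS-*tkv* ended without UAS-*tkv* input replicate 1 (adjusted p = 0.11) and without *aramis* RNAi input replicate 1 (adjusted p = 0.157) or replicate 2 (adjusted p = 0.0775). The fall of *ais* was within the range of other germline genes in the same comparison, where the piRNA pathway list had a median of -1.95. Of the other genes named by the labels, *bam* (FBgn0000158, chromosome 3R, 25243039 to 25245109) stood at 8.22 ± 0.0191 CPM in UAS-*tkv*, 3.02 ± 0.758 in *bam* RNAi and 0.646 ± 0.079 in *aramis* RNAi. The difference between *bam* RNAi and UAS-*tkv* was -1.44 with an adjusted p of 1. The mRNA of *tkv* (FBgn0003716, chromosome 2L, 5219000 to 5271384) stood at 258 ± 18.3 CPM in UAS-*tkv*, 168 ± 48 in *bam* RNAi and 106 ± 1.62 in *aramis* RNAi. *Dcr-2* (FBgn0034246, chromosome 2R, 17574979 to 17581525), the siRNA-producing Dicer, was at 344 ± 16.4, 491 ± 288 and 206 ± 10.2 CPM in these groups, so it was not higher in *aramis* RNAi than in UAS-*tkv* despite the transgene (adjusted p = 0.21). Between *bam* RNAi and UAS-*tkv*, *tkv* was not called by edgeR. The adjusted p of *tkv* in *aramis* RNAi against UAS-*tkv* was 0.0174 and that of *bam* 0.0432. Each ended when any 1 of the 4 input libraries was left out, with values of up to 0.125 for *tkv* and 0.252 for *bam*.

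*RpS19b* (FBgn0039129, chromosome 3R, 23932729 to 23933530), a germline ribosomal protein paralog, and *ord* (FBgn0003009, chromosome 2R, 23271257 to 23275536), a cohesion gene of meiosis, fell in *aramis* RNAi input against both controls. *RpS19b* was at 40.6 ± 10.5 CPM in *aramis* RNAi, 199 ± 27.1 in UAS-*tkv* and 173 ± 8.19 in *bam* RNAi. *ord* was at 8.32 ± 1.59, 76.3 ± 2.24 and 78.5 ± 30.7 CPM. Against UAS-*tkv* the adjusted p was 0.00186 for *RpS19b* (4.91-fold lower) and 0.00196 for *ord* (9.12-fold lower). Both calls held with any 1 of the 4 input libraries of this pair left out. Against *bam* RNAi they were 0.00602 (4.25-fold) and 0.00479 (9.39-fold). Those calls ended without either *aramis* RNAi input library, with an adjusted p of up to 0.17 for *RpS19b* and 0.107 for *ord*. Neither gene was called between *bam* RNAi and UAS-*tkv* (log2 -0.21 and 0.04, adjusted p = 1 for each). The plot of these genes shows every *aramis* RNAi library below every control library in both fractions.

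**Figure D1:**
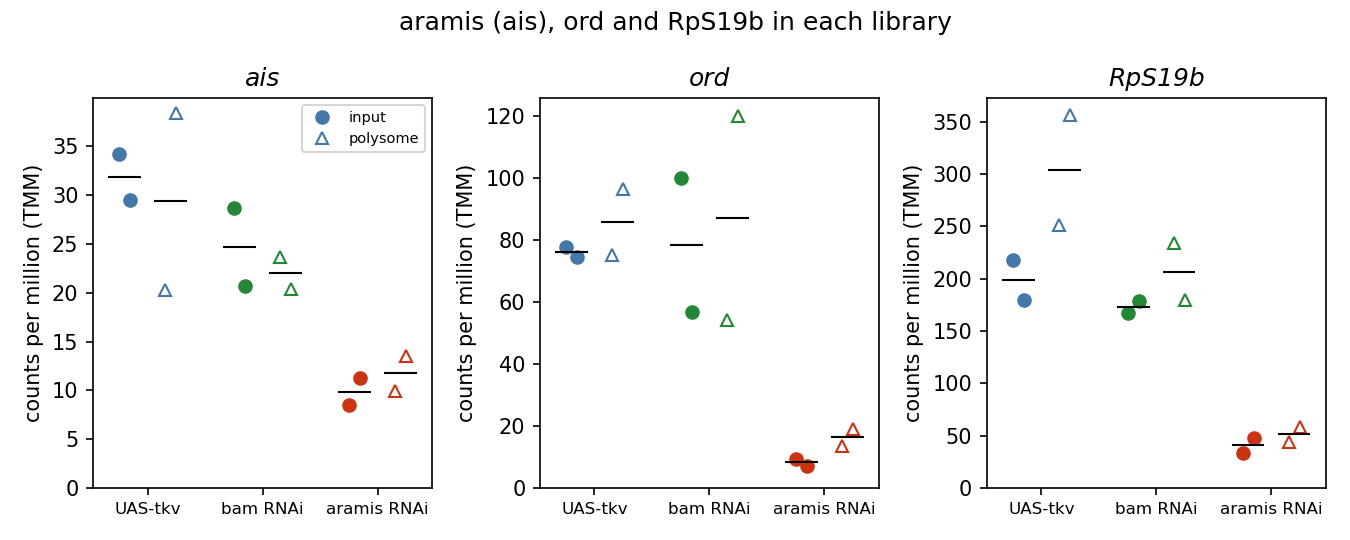
Levels of *ais*, *ord* and *RpS19b* in CPM (y axis, linear from 0) for each of the 12 libraries. Filled circles are input and open triangles polysome libraries, bars are means of 2 replicates; *ord* in *aramis* RNAi input lies at 8.32 CPM on average against 76.3 in UAS-*tkv* and 78.5 in *bam* RNAi.

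In input, germline and eggshell lists were lower in *aramis* RNAi than in UAS-*tkv* by camera at the preset correlation. With an estimated correlation 0 of 26 lists passed (lowest adjusted p = 0.0884 with an estimated correlation). Of 24 vitelline membrane and eggshell genes 23 fell, with a median log2 change of -5.65. *Cp38* was at 5.65 ± 5.16 CPM against 1155 ± 837 CPM, and *Vm26Ac*, with 0 counts in both *aramis* RNAi inputs, was at least 84.5-fold lower over the group. Among 20 oocyte and maternal factors 13 fell and 1 rose (median -2.12). *pgc*, a repressor of transcription in germ cells, fell by 5.66, *plu* had a count ratio of 71.4 (95% counting interval 24.1 to 348) in favour of UAS-*tkv*, and *grk*, the dorsoventral ligand, rose by 1.69 (log2). In *bam* RNAi against UAS-*tkv*, *pgc* (log2 -5.72), *Cp38* (-7.69) and the eggshell list (median -3.32) fell too. These falls were thus not particular to *aramis* RNAi. The piRNA and meiosis lists did not pass camera in that comparison of the controls. Of 19 piRNA pathway genes 15 fell (median -1.95), among them *rhi* by 3.01 and *aub* by 2.88. Of 29 genes on the meiosis list 15 fell (median -1.91), with *mtrm* lower by 45.4-fold and *cort* by 16.9-fold. The 1 that rose, *nord*, codes for a secreted protein and was put on that list in error. The cell cycle list lost 24 of 33 (median -1.77), including *twe* (fell by 2.90) and *CycB* (fell by 2.76).

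Germline differentiation factors fell in 6 of 15 cases (median -1.23), with *otu* 18.0-fold lower. Among 31 double-strand break repair genes 9 fell (median -1.20), such as the nuclease genes *mms4* (4.93-fold) and *mus81* (4.34-fold). Ribosome biogenesis factors fell in 17 of 29 cases (median -1.24), *Mybbp1A* by 1.68, and nucleoporins in 15 of 23 (median -1.21), *Nup205* by 1.69. Adjusted over the list alone, these counts were 24 of 24 for eggshell, 15 lower and 1 higher for oocyte factors, 16 for piRNA, 20 lower and 1 higher for meiosis and 26 for cell cycle. They were 8 for differentiation, 21 for repair, 23 for ribosome biogenesis and 23 for nucleoporins. Cytosolic ribosomal proteins as a list did not pass (median 0.34, adjusted p = 0.407). Their 3 called members all fell, and 2 are the paralogs *RpS5b* (5.76-fold) and *RpS19b*. Against *bam* RNAi the median of that list was 0.28 (adjusted p = 0.11), with *RpS19b* as its only called member.

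Hemocyte and muscle sheath markers rose in the same comparison. Of 13 hemocyte markers 11 rose (12 adjusted over the list alone), with a median of 2.53. *NimC1*, a phagocytosis receptor, was at 174 ± 11.7 CPM against 4.27 ± 1.49 in UAS-*tkv*, and *Glt* was 8.53-fold higher. Of 17 muscle sheath markers 11 rose (13 alone), with a median of 1.95, including the myosin light chains *Mlc2* (4.86-fold) and *Mlc1* (4.72-fold). Glutathione transferases rose in 7 of 30 cases (7 alone; median 1.07), such as *GstE3* by 2.14, and fat body markers in 2 of 12 (2 alone; median 0.89), *tobi* and *Lsp2*. The oxidative phosphorylation list had a median of 0.57, the mitochondrial ribosomal protein list -0.48 and the proteasome list -0.31. Of their members 2 passed, *mRpL37* and *mRpS30*, which fell by 0.98 and 0.83. By camera these 16 lists passed, with adjusted p from 5.2e-17 (eggshell) to 0.0494 (fat body). With an estimated correlation 0 passed, and the lowest adjusted p = 0.0884 with an estimated correlation was that of the meiosis and eggshell lists. Those of the other germline lists and hemocyte markers were 0.0924 to 0.195 and that of muscle 0.195. Those of fat body, glutathione transferases, oxidative phosphorylation, mitochondrial ribosomal proteins and proteasome were 0.5 to 0.804. The fry test called 13 lists. The camera calls of fat body (adjusted p = 0.21 without UAS-*tkv* input replicate 1) and proteasome (0.11 without the same library) did not hold with every library left out, and both also ended without *aramis* RNAi input replicate 2. The fat body median was 0.29 without UAS-*tkv* input replicate 1 and 2.12 without replicate 2.

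Of the 10 lists that did not pass camera, 9 held genes called by edgeR. The p53 and apoptosis list had 4 higher and 1 lower of 15 (5 and 1 alone; median 0.53). *egr*, the TNF ligand, rose 4.17-fold and *lok*, the Chk2 kinase, fell 4.33-fold. In insulin and TOR signalling *Thor*, the eIF4E-binding protein, rose 5.33-fold as the only one of 19 (median -0.18, mean -0.00, camera in the upward direction). BMP signalling had 2 higher (*gbb*, *Dad*) and 2 lower (*tkv*, *bam*) of 12. Its median was 0.06, its mean -0.02. Escort, cap and follicle cell markers had 2 higher (*fax*, *Fas3*) and 1 lower (*tj*) of 19, with a median of 0.32. Chaperones had 1 higher (*stv*) and 3 lower of 20, among them *Hsp27* (3.18-fold), with a median of 0.20 and a downward camera test. Translation elongation (1 of 6 lower, *eEF1delta*), ecdysone response (1 of 15 higher, *Eip63F-1*) and midgut peptidases (1 of 24 higher, *Jon25Bi*) had medians of 0.08 (mean -0.04), 0.28 and 0.11. Without UAS-*tkv* input replicate 2 the midgut median was 4.71 (adjusted p = 0.0015). Yolk proteins had 0 of 3 called (median -0.87), by edgeR at an adjusted p.

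Over all 9745 genes, 989 were higher and 851 lower in *aramis* RNAi input than in UAS-*tkv* at an adjusted p under 0.05 by edgeR. At the study's thresholds 368 were higher and 304 lower, and 3134 genes had an unadjusted p under 0.05 where 487 are due by chance. The genes highest by the naming rule were CR45458 (a non-coding RNA, 377 counts against 4), *NimC1* (41.1-fold), *CG8563* (34.7-fold), the myosuppressin receptor *MsR1* (31.7-fold) and the midgut protease *Jon25Bi* (31.6-fold). Those lowest were *CG1077* and *Cyp4p2*, with 0 counts in *aramis* RNAi and at least 122-fold and at least 124-fold lower over the group. *CG14309*, *CG4009* and *CG11381* had 1 count each, with count ratios of 2018 (95% counting interval 362 to 79740), 1284 (230 to 50731) and 1042 (187 to 41179). Of these, *CG4009* was also among the lowest in *bam* RNAi against UAS-*tkv* (log2 -9.02). Leaving out 1 library leaves a lone sample in its group, so a lost call need not mean a changed estimate. Over these fits the log2 difference of *ais* ran from -1.91 to -1.50, that of *tkv* from -1.44 to -1.26 and that of *bam* from -3.77 to -3.53. That of CR45458 moved more, from 5.89 to 10.9. The counts of called genes fell with any input library of this pair left out. Without UAS-*tkv* input replicate 1 there were 56 higher and 197 lower, without replicate 2 of that group 552 and 530, without *aramis* RNAi input replicate 1 there were 174 and 108, and without its replicate 2 there were 539 in all, 207 of them lower. Of the 57 genes called under the naming rule, 17 kept their call with any library left out. They include *NimC1*, *egr*, *RpS19b*, *ord*, *rhi*, *aub*, *otu*, *mtrm*, *cort*, *pgc*, *Cp38*, *CycB* and *lok*. The other 40 had an adjusted p of up to 0.447 without 1 library, *Mlc2* of up to 0.295.

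**Figure D2:**
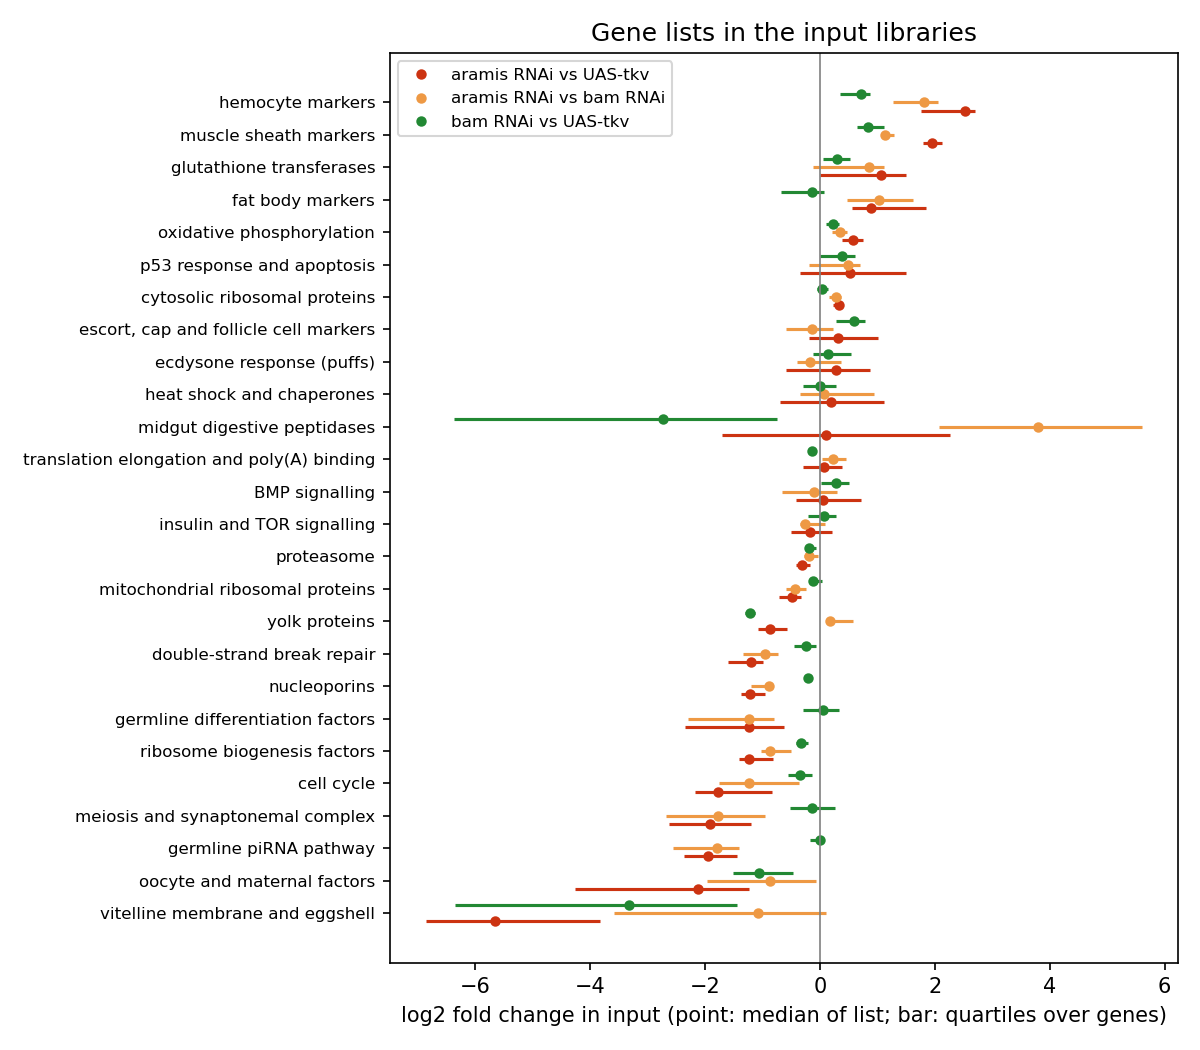
Median log2 fold change in input (x axis) of the 26 gene lists (y axis) in the 3 comparisons of genotypes, with bars for the quartiles over each list's genes. The eggshell list lies lowest in *aramis* RNAi against UAS-*tkv* (-5.65) and the hemocyte list highest (2.53).

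Against *bam* RNAi, *aramis* RNAi input was again lower in germline lists and higher in hemocyte markers by camera at the preset correlation. With an estimated correlation 0 of 26 lists passed (lowest adjusted p = 0.0521 with an estimated correlation). Of 29 meiosis genes 8 fell (17 adjusted over the list alone; median -1.77), with the synaptonemal complex gene *cona* 10.2-fold and the cohesin subunit *sunn* 9.66-fold lower. Of 19 piRNA genes 11 fell (15 alone; median -1.79), *rhi* by 3.06 and *AGO3* by 2.87, and of 33 cell cycle genes 14 fell (22 alone; median -1.24), *fzy* by 2.05. Germline differentiation factors fell in 4 of 15 cases (9 alone; median -1.24), *bgcn*, the partner of Bam, 8.88-fold. Oocyte and maternal factors fell in 4 of 20 (4 alone; median -0.87), *gnu* 10.5-fold and *plu* with a count ratio of 34.8 (11.7 to 170). Ribosome biogenesis fell in 2 of 29 (17 alone; median -0.87), *Surf6* and *nop5*. Repair fell in 1 of 31, *Fen1* (8 alone; median -0.95), and eggshell in 1 of 24, *fs(1)M3* (10 lower and 1 higher alone; median -1.07). Nucleoporins had 0 of 23 called by edgeR and 15 lower adjusted over the list alone (median -0.89). Hemocyte markers rose in 3 of 13 cases (10 alone; median 1.81), *NimB5* 4.62-fold and *Glt* 4.64-fold.

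The muscle list had 0 of 17 members called by edgeR (0 alone; median 1.14), and the midgut peptidase list 0 of 24 (0 alone; median 3.79). Fat body markers rose in 1 of 12, *Lsp2* (2 alone; median 1.04), and glutathione transferases in 1 of 30, *GstE6* (1 alone; median 0.85). *egr* rose 2.91-fold and *lok* fell 3.80-fold. Oxidative phosphorylation (median 0.35) and mitochondrial ribosomal proteins (median -0.43) had 0 members called by edgeR. Ecdysone response (median -0.17) and BMP signalling (-0.10) did not pass, and their camera tests were in the upward direction. These 16 lists passed camera, 0 with an estimated correlation and 8 by fry. The lowest adjusted p = 0.0521 with an estimated correlation was that of meiosis. For the other lists it was 0.112 to 0.172 (piRNA, cell cycle, ribosome biogenesis, differentiation, repair, hemocyte, nucleoporins), 0.384 (oocyte, muscle, fat body) and 0.507 to 0.783. The camera calls ended without *bam* RNAi input replicate 2 for mitochondrial ribosomal proteins (0.376) and eggshell, which also ended without *aramis* RNAi input replicate 1 (up to 0.162). They ended without *bam* RNAi input replicate 1 for glutathione transferases (0.138) and oxidative phosphorylation (0.659). Without that library the medians of these 2 lists were 0.46 and 0.0059, and that of mitochondrial ribosomal proteins was -0.65. The medians without *bam* RNAi input replicate 2 were 0.77 for oxidative phosphorylation, -0.21 for mitochondrial ribosomal proteins, -0.59 for eggshell and 1.76 for muscle. Without *aramis* RNAi input replicate 2 they were -1.96 for eggshell and 2.24 for midgut peptidases.

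In all, 92 genes were higher and 238 lower in *aramis* RNAi than in *bam* RNAi input (23 and 104 at the study's thresholds), and 2184 had an unadjusted p under 0.05. Highest by the rule were *PPO2*, a phenoloxidase of blood cells (18.9-fold), *Obp44a* (18.3-fold), *CG34434* (15.6-fold), the unnamed FBgn0261362 (14.9-fold) and *Obp57a* (9.70-fold). Lowest were *mGluR* (22.2-fold), *CG11382* (log2 -4.46), *CG32814* (21.3-fold), the germline histone gene *BigH1* (13.3-fold) and the maternal gamma-tubulin *gammaTub37C* (11.1-fold). Without *aramis* RNAi input replicate 1 there were 1 higher and 0 lower by edgeR (504 and 619 at an unadjusted p under 0.05), and 0 of the 32 genes called under the naming rule kept their call. Without replicate 2 of that group there were 2 and 4. Without *bam* RNAi input replicate 1 there were 3 and 57, and without its replicate 2 there were 38 and 223. DESeq2 called 526 higher and 705 lower on all libraries, and 1346 and 1135 on the 4 input libraries alone.

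Between the controls, 12 lists passed camera at the preset correlation in *bam* RNAi input against UAS-*tkv*. With an estimated correlation only the eggshell list passed (adjusted p = 0.016 with an estimated correlation), and fry called 0 lists. Eggshell genes fell in 6 of 24 cases (15 adjusted over the list alone; median -3.32), with *Cp36* 242-fold and *Cp38* 207-fold lower. That median was -1.77 without UAS-*tkv* input replicate 1 and -4.95 without *bam* RNAi input replicate 2. Oocyte and maternal factors fell in 2 of 20 cases (5 alone; median -1.05), *pgc* 52.7-fold and *osk*, the pole plasm gene, at 4.60 ± 1.30 CPM against 209 ± 84.9. UAS-*tkv* input thus held more of these eggshell and oocyte mRNAs than *bam* RNAi input, and the stages present were not tested. Of the meiosis genes *mtrm* fell 18.5-fold (median of the 29 genes -0.13). *NimC1* rose 9.94-fold as the only hemocyte marker of 13 (median 0.72). Ribosome biogenesis (-0.32), repair (-0.24), yolk (-1.22), muscle (0.84), escort, cap and follicle (0.60), midgut peptidases (-2.72), proteasome (-0.18), cell cycle (-0.34) and nucleoporins (-0.21) passed camera with 0 members called by edgeR. Their adjusted p was 0.38 to 0.778 with an estimated correlation, that of hemocyte markers 0.38 and that of oocyte factors 0.141. Cytosolic ribosomal proteins (median 0.04), differentiation factors (0.05, mean -0.05), fat body markers (-0.14, mean 0.39) and chaperones (0.01) did not pass, with downward camera tests. Midgut peptidases stood at a median of 24.5 CPM in UAS-*tkv* input replicate 2 and 0.467 CPM in replicate 1. Without replicate 2 the list's median turned to 0.88 (adjusted p = 0.68). Without UAS-*tkv* input replicate 1 the calls of repair, yolk, escort, muscle, hemocyte, proteasome and nucleoporin lists ended, with an adjusted p of up to 0.24. Without *bam* RNAi input replicate 1 those of yolk, escort, midgut and proteasome ended (up to 0.278), and without replicate 2 those of repair and nucleoporins (up to 0.488).

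Several of these medians hung on single input libraries in *bam* RNAi against UAS-*tkv*. Without UAS-*tkv* input replicate 1 they were -0.69 for oocyte factors, -0.21 for ribosome biogenesis, -0.15 for repair, -0.59 for yolk, 0.38 for escort, cap and follicle markers, 0.43 for muscle, 0.13 for hemocyte markers, -0.094 for proteasome and -0.10 for nucleoporins. Without its replicate 2 muscle had 1.59 and hemocyte markers 1.64. Without *bam* RNAi input replicate 1 the medians were -0.57 for ribosome biogenesis, -0.57 for repair, -0.75 for yolk, 0.27 for escort, cap and follicle markers, -0.051 for proteasome, -0.54 for cell cycle and -0.53 for nucleoporins. Without its replicate 2 they were -0.20 for ribosome biogenesis, -0.052 for repair, -2.37 for yolk, 0.34 for muscle, -5.38 for midgut peptidases and -0.027 for nucleoporins.

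By edgeR 3 genes rose (*NimC1*, *CG9360* 6.14-fold and *CG11892* 4.14-fold) and 20 fell in *bam* RNAi against UAS-*tkv*, the same numbers as at the study's thresholds, while 565 had an unadjusted p under 0.05. By chance 487 are due. The lowest by the rule were *CG4009* (519-fold), *Obp19c* (304-fold), *Cp36*, *Cp38* and *CG31928* (count ratio 210, 71.1 to 1021). Without *bam* RNAi input replicate 1 or replicate 2 there were 0 called either way by edgeR, with 285 higher and 249 lower, or 242 and 119, at an unadjusted p under 0.05, and *Cp36* had an adjusted p of up to 0.405. Without UAS-*tkv* input replicate 1 there were 0 higher (71 at an unadjusted p under 0.05) and 14 lower. DESeq2 on the 4 libraries alone called 71 higher and 130 lower.

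The main question of the polysome libraries was which mRNAs differed in their polysome to input ratio. The ratio is relative and was taken over whole ovaries. It shows neither a change shared by all mRNAs nor the cells in which a change took place. In *aramis* RNAi, cytosolic ribosomal protein mRNAs had a lower polysome to input ratio than in UAS-*tkv*, with a median log2 TE difference of -1.83 over 81 genes (quartiles -2.03 and -1.61). By replicate the median log2 ratio of this list was 0.10 and 0.34 in UAS-*tkv* and -2.17 and -1.23 in *aramis* RNAi. Oxidative phosphorylation (-0.87, 63 genes), mitochondrial ribosomal proteins (-0.73, 70 genes), glutathione transferases (-0.48) and the proteasome (-0.43) were lower too, by camera at the preset correlation only. BMP signalling (1.22), ecdysone response (1.03), germline differentiation (1.00), escort, cap and follicle markers (0.95), oocyte factors (0.67), insulin and TOR signalling (0.48), the piRNA pathway (0.40) and cell cycle (0.38) were higher by the same test. With an estimated correlation 0 of the 26 lists passed (lowest adjusted p = 0.615 with an estimated correlation), and by fry 0 passed (lowest adjusted p = 0.32 by fry), ribosomal proteins included. In each of these 13 lists 0 members were called by edgeR. Adjusted over the list alone, 3 insulin and TOR genes were higher and 0 genes of the other 12 lists were called. At the study's thresholds 21 ribosomal protein genes were lower and 5 differentiation factors higher. The adjusted p of the camera calls ran from 4.3e-40 to 0.0483. Without UAS-*tkv* polysome replicate 2 the calls of oocyte factors (0.558), cell cycle (0.42), glutathione transferases (0.308) and insulin and TOR ended. Without UAS-*tkv* input replicate 1 those of piRNA, oocyte, cell cycle and insulin and TOR ended (up to 0.393). Without *aramis* RNAi input replicate 1 or polysome replicate 2 those of piRNA, oocyte and cell cycle ended (up to 0.148 and 0.334). The piRNA call also ended without UAS-*tkv* polysome replicate 1 (0.267) and the insulin and TOR call without *aramis* RNAi polysome replicate 1 (0.111). The median of oocyte factors was 0.32 without UAS-*tkv* input replicate 1, 1.04 without replicate 2, 1.12 without UAS-*tkv* polysome replicate 1 and 0.28 without replicate 2. Without UAS-*tkv* polysome replicate 1 that of piRNA was 0.24, of differentiation 1.51 and of insulin and TOR 1.02, and without replicate 2 that of glutathione transferases was -0.21. Without *aramis* RNAi polysome replicate 1 that of insulin and TOR was 0.12, and without replicate 2 that of cell cycle was 0.24.

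Exon length was set beside these ratios. Genes of over 4000 bases had a median log2 ratio of -0.95 and -1.22 in the UAS-*tkv* replicates, -0.13 and -0.53 in *aramis* RNAi, and -1.48 and -0.27 in *bam* RNAi. The median exon length was 916 bases for cytosolic ribosomal proteins, 894 for oxidative phosphorylation and 783 for mitochondrial ribosomal proteins, against 2000 for all genes tested. Of the lists with a higher ratio, it was 6544 for ecdysone response, 4723 for differentiation, 4130 for insulin and TOR and 3960 for BMP signalling. It was 3690 for escort, cap and follicle markers, 2702.5 for oocyte factors, 2549 for piRNA and 2530 for cell cycle. No random lists of like length were drawn for the lists with a higher ratio.

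**Figure D3:**
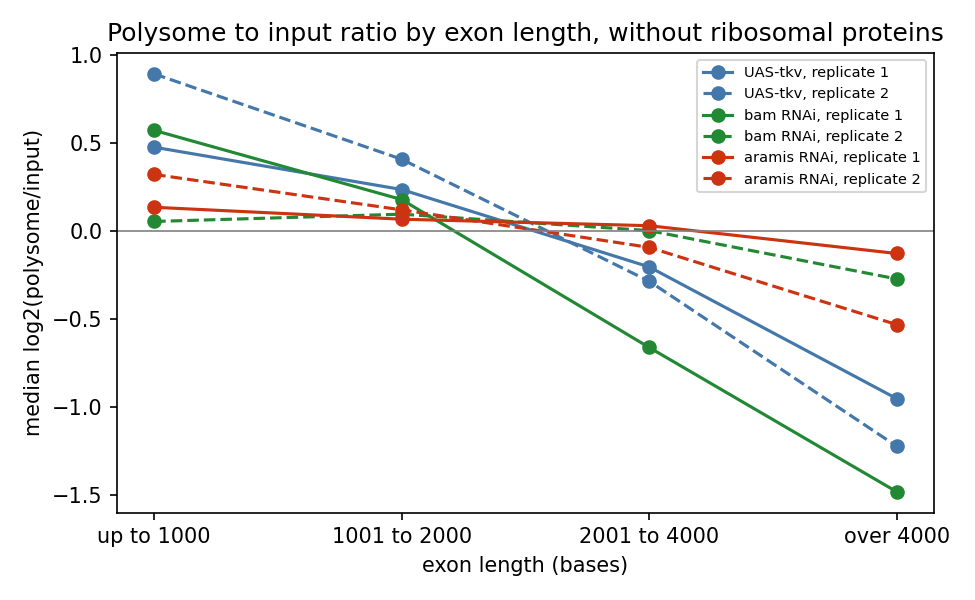
Median log2 polysome to input ratio (y axis) of genes without ribosomal proteins, by exon length in 4 bins (x axis), for each replicate of each genotype. The bin over 4000 bases lies at -0.95 and -1.22 in UAS-*tkv*, -0.13 and -0.53 in *aramis* RNAi, and -1.48 and -0.27 in *bam* RNAi.

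A single gene passed the TE test against UAS-*tkv*. *scaf* (FBgn0033033, chromosome 2R, 5676750 to 5691723), a protease-like gene, had 0 counts in both UAS-*tkv* polysome libraries, which allows up to 0.171 CPM over the group, while input held 40 and 31 counts. In *aramis* RNAi it had 373 and 242 counts in input and 601 and 105 in polysomes. The fitted log2 difference was 8.37 (adjusted p = 0.0255), a value that depends on the prior count. The call ended without each of the 8 libraries of this comparison (adjusted p = 0.0602 to 0.273). In all 1 gene was higher and 0 lower by edgeR, and 732 had an unadjusted p under 0.05. At the study's thresholds 515 were higher and 174 lower. EdgeR with the replicate block called 0 genes (adjusted p of *scaf* 0.108), as did edgeR on the groups alone (0.129). DESeq2 called 19 and 0 on all libraries, and 243 and 241 on the groups alone. Among genes that fill the rule by the study's thresholds, *elav* (3.27), *Pkc98E* (2.61), *Hk* (5.72) and *PGRP-LD* (7.38) had positive values with an adjusted p of 0.304. The negative ones were *ND-B17* (-1.54), *CG1354* (-1.30), *CG31549* (-1.20), *tzn* (-1.35) and *lin-52* (-1.53), at 0.652. *ais* (0.36), *bam* (1.35), *tkv* (0.37), *Dcr-2* (0.30), *RpS19b* (-0.28) and *ord* (0.78) were not called (adjusted p = 0.699 or higher). The other 13 lists did not pass camera. Meiosis, with 1 gene called adjusted over the list alone, had a median of 0.43, repair 0.10, ribosome biogenesis 0.01 (mean -0.02) and eggshell 0.63. Midgut peptidases had -0.88, and 7.94 without UAS-*tkv* polysome replicate 2 (adjusted p = 6.2e-05).

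Against *bam* RNAi the TE of cytosolic ribosomal protein mRNAs had a median of -2.06, but the *bam* RNAi replicates lay far apart, at 1.67 and -1.63. Without *bam* RNAi replicate 1 in both fractions, a setting chosen after seeing the data, the list median was 0.03 (adjusted p = 0.782). Without replicate 2 it was -3.25. Without *bam* RNAi polysome replicate 1 alone it was -0.32. By camera at the preset correlation only, oxidative phosphorylation (-0.93), mitochondrial ribosomal proteins (-0.59), proteasome (-0.46) and glutathione transferases (-0.33) were lower, and germline differentiation (0.72), BMP signalling (0.65) and piRNA (0.53) higher. Without *bam* RNAi replicate 1 in both fractions the medians were 0.12 for oxidative phosphorylation, 0.090 for mitochondrial ribosomal proteins, 0.068 for glutathione transferases and -0.049 for proteasome, and 0 of these 4 lists passed (adjusted p = 0.122 or higher). Without *bam* RNAi polysome replicate 1 alone they were -0.18, -0.11, -0.20 and -0.10, and without its replicate 2 they were -1.46, -0.94 and -0.70 for oxidative phosphorylation, mitochondrial ribosomal proteins and proteasome. With 0 members called by edgeR in any of these 8 lists, the lowest adjusted p = 0.667 with an estimated correlation and the lowest by fry was 0.547. Without *bam* RNAi input replicate 1 the calls of piRNA and glutathione transferases (0.222) and differentiation (0.0754) ended. That of BMP signalling ended without *bam* RNAi polysome replicate 1 (0.106), that of piRNA without its replicate 2 (0.0537), and that of glutathione transferases without *aramis* RNAi polysome replicate 1 (0.0697). The medians were 0.13 for piRNA, 0.34 for differentiation, -0.014 for glutathione transferases and 0.39 for BMP signalling without *bam* RNAi input replicate 1. Without its replicate 2 they were 1.12 for differentiation and -0.53 for glutathione transferases. BMP signalling had 0.29 without *bam* RNAi polysome replicate 1 and 1.39 without replicate 2.

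By edgeR 0 genes were called in either direction against *bam* RNAi (307 at an unadjusted p under 0.05, 95 higher and 194 lower at the study's thresholds), and the smallest adjusted p was 0.928. By chance 487 are due at an unadjusted p under 0.05, more than the 307 found. The counts at the study's thresholds therefore show no excess of changed genes. DESeq2 called 0 on all libraries and 0 on the groups alone. These counts hung on *bam* RNAi polysome replicate 2. Without it 255 genes were higher and 355 lower, and without that replicate in both fractions, a setting chosen after seeing the data, 377 and 433. Among the genes that fill the rule, *elav* (1.83), *NFAT* (1.65), *Snoo* (1.83), *eIF4EHP* (1.36) and *Kots* (1.22) were positive. *RpL22* (-2.91), *Amacr* (-2.37), *AIMP3* (-2.05), *CG14543* (-1.99) and FBgn0030646 (-1.45) were negative, all with an adjusted p of 0.928. Eggshell genes had a median of 0.60, and -0.32 without *aramis* RNAi polysome replicate 2 (adjusted p = 0.0403). *ais* had a value of 0.41, *RpS19b* 0.07 and *ord* 0.79.

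**Figure D4:**
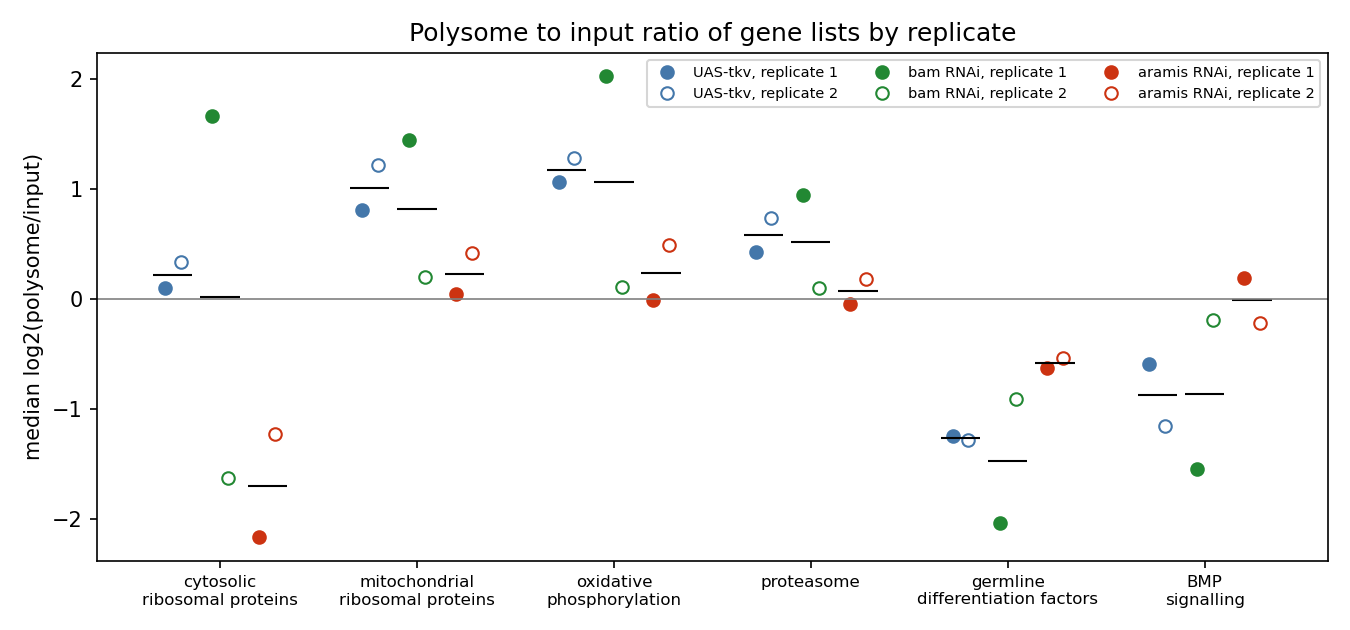
Median log2 polysome to input ratio (y axis) of 6 gene lists in each replicate of UAS-*tkv*, *bam* RNAi and *aramis* RNAi, with bars for the mean of 2 replicates. Cytosolic ribosomal proteins lie at 1.67 and -1.63 in the *bam* RNAi replicates, and at -2.17 and -1.23 in *aramis* RNAi.

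The TE of *bam* RNAi against UAS-*tkv* differed by camera in 0 of 26 lists (lowest adjusted p = 0.0556, ecdysone response, median 0.46). The ribosomal protein median was 0.20 (mean 0.15, camera in the downward direction). Elongation (median -0.12, mean 0.12), fat body (-0.00, mean -0.44) and p53 genes (0.03, mean -0.10) also differed in sign between median and mean or test. That of ribosomal proteins was -1.82 without *bam* RNAi replicate 1 and 1.45 without replicate 2, settings chosen after seeing the data. *scaf* was again the only gene called by edgeR, with 333 and 224 counts in *bam* RNAi input and 83 and 390 in polysomes (fitted log2 8.48, adjusted p = 0.0218). Its call ended without 7 of the 8 libraries (adjusted p of up to 0.477) and held without *bam* RNAi polysome replicate 2 (0.0377). With 1 higher and 0 lower, 216 genes had an unadjusted p under 0.05, fewer than the 487 due by chance. At the study's thresholds 146 were higher and 54 lower. EdgeR with the replicate block called 0 genes (adjusted p of *scaf* 0.179), as did edgeR on the groups alone (0.823). DESeq2 called 3 and 0, on all libraries and on the groups alone. *CG2065* (4.21), FBgn0261548 (2.55), *Pkc98E* (1.81) and *CG32694* (2.92) were the filled positive genes. *Sf3b5* (-1.59), *pen-2* (-1.90), *Sirup* (-1.25), *CG31360* (-2.05) and *loqs* (-1.29), the partner of Dicer-1, were the negative ones (adjusted p = 0.859 or higher).

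Against the mean of both controls, *aramis* RNAi had a ribosomal protein TE median of -1.96, with 60 of 81 genes lower at the study's thresholds and 0 called by edgeR. Without *bam* RNAi replicate 1 this median was -0.91 and without replicate 2 -2.58, settings chosen after seeing the data. By camera at the preset correlation only, oxidative phosphorylation (-0.94), mitochondrial ribosomal proteins (-0.62), proteasome (-0.48) and glutathione transferases (-0.33) were lower. BMP signalling (0.98), differentiation (0.87), ecdysone response (0.82), escort, cap and follicle markers (0.73), piRNA (0.41) and insulin and TOR signalling (0.33, 3 members higher adjusted over the list alone) were higher. Ribosome biogenesis (0.14) and fat body (0.20) did not pass and had downward camera tests. The lowest adjusted p = 0.491 with an estimated correlation and the lowest by fry was 0.325. The insulin and TOR call ended without UAS-*tkv* input replicate 1 or polysome replicate 2, *aramis* RNAi input or polysome replicate 1, or *bam* RNAi polysome replicate 1, with an adjusted p of up to 0.408. That of escort, cap and follicle markers ended without *aramis* RNAi polysome replicate 1 or *bam* RNAi polysome replicate 2 (up to 0.0714). Those of ecdysone response (0.0731 without *bam* RNAi polysome replicate 2), piRNA (0.0707 without *aramis* RNAi input replicate 1) and glutathione transferases (0.0553 without UAS-*tkv* polysome replicate 2) ended once each. Without *bam* RNAi polysome replicate 1 the medians were -1.10 for cytosolic ribosomal proteins, -0.56 for oxidative phosphorylation, -0.40 for mitochondrial ribosomal proteins, -0.28 for proteasome and 0.15 for insulin and TOR. Without *aramis* RNAi polysome replicate 1 they were 0.49 for ecdysone response, 0.65 for BMP signalling and 0.13 for insulin and TOR, and without *bam* RNAi input replicate 1 0.24 for piRNA and 0.21 for insulin and TOR. The insulin and TOR median was 0.67 without UAS-*tkv* polysome replicate 1, 0.69 without *aramis* RNAi polysome replicate 2, 0.54 without *bam* RNAi input replicate 2 and 0.62 without *bam* RNAi polysome replicate 2.

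For the genes, 0 were called against both controls by edgeR (smallest adjusted p 0.45), and by DESeq2 on all libraries 0, while 724 had an unadjusted p under 0.05. At the study's thresholds 338 were higher and 258 lower. Without *bam* RNAi polysome replicate 2 there were 110 and 236. Without *bam* RNAi replicate 2 in both fractions there were 371 and 424, and without replicate 1 there were 0 and 0. The filled genes were *elav* (2.55), *PGRP-LD* (4.25), *Pkc98E* (1.71), the synaptonemal complex gene *c(3)G* (1.33) and *Snoo* (2.27) on the positive side. On the negative side were *RpL22* (-2.43), *CG7840* (-1.56), *CG14543* (-1.83), *CG1354* (-1.14) and *mRpL47* (-1.48), all with an adjusted p of 0.631.

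By the TE measure of the study, double-strand break repair genes in *bam* RNAi were 1.16-fold above UAS-*tkv* (median log2 0.21, 31 genes). The replicate numbers gave -0.91 and 1.34, a spread (SD 1.59) larger than the difference. This spread rests on pairing by number, which the *bam* RNAi libraries did not bear out (correlation of deviations -0.00288). Numbers were also matched between genotypes, where input deviations correlated at 0.17 at most. Each pair of values by replicate number is therefore an arbitrary match of genotypes. Meiosis genes were 1.15-fold above (log2 0.20, 29 genes), with -0.95 and 1.28 by replicate number. In *aramis* RNAi the repair genes were 1.56-fold above UAS-*tkv* (0.88 and 0.31 by replicate number) and 1.54-fold above *bam* RNAi (1.74 and -0.73). The meiosis genes were 1.73-fold (0.86 and 0.71) and 1.58-fold (1.73 and -0.62) above. The near values of 0.86 and 0.71 do not show that replicates agreed. In TMM-scaled CPM the median log2 ratio of the meiosis list was -0.19 and -0.34 in the UAS-*tkv* replicates. It was 0.19 and -0.37 in those of *aramis* RNAi, so the 2 genotypes overlapped. No test was run on these replicate values, for which an exact permutation test of 2 against 2 allows no two-sided p under 0.333. In the TMM-scaled fit neither list passed camera in any of these comparisons. TPM was not scaled by TMM. With CPM (not TMM-scaled here) in place of TPM, repair genes in *aramis* RNAi stood at log2 0.40 above UAS-*tkv*, against 0.64 with TPM.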

Values the study reported

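For genes that repair double-strand breaks, the study gave a median TE 1.20-fold higher in ovaries enriched for CBs than in those enriched for GSCs. It called this rise significant. Its CB-enriched data came in part from another series, its genes from a GO term and its mapping from STAR. That value and the one found here therefore do not compare like with like. Meiotic genes were reported with a median of 36.1 TPM in the GSC-enriched input, which was said to lie above the 70th percentile. Their TE was reported as significantly higher in CBs and more so in cysts, with mean mRNA not significantly changed. The study also imaged Ord::GFP, and reported that its protein rose while its mRNA stayed even.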

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

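The tests below on the length trend of the libraries, on a mislabelled library, on the input libraries, on a lower germline share, on muscle sheath and on the transgene were chosen only after the result was seen. The tests on the elongation list and on matched random lists were written before their results were seen. Chance was not tested by other splits of the samples, since each group holds 2 libraries.

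The effect of the fraction differed between genotypes for 1 gene and 13 lists in *aramis* RNAi against UAS-*tkv*, by the interaction of fraction and genotype, the lists by camera at a preset correlation only. With an estimated correlation 0 lists passed there (lowest adjusted p = 0.615 with an estimated correlation), and by fry 0 (lowest adjusted p = 0.32 by fry). *scaf* differed by 8.37 there and by 8.48 in *bam* RNAi against UAS-*tkv*, both resting on 0 counts in the UAS-*tkv* polysome libraries. The lists were cytosolic ribosomal proteins (-1.83), oxidative phosphorylation (-0.87), mitochondrial ribosomal proteins (-0.73), glutathione transferases (-0.48), proteasome (-0.43), BMP signalling (1.22), ecdysone response (1.03), germline differentiation (1.00), escort, cap and follicle cell markers (0.95), oocyte factors (0.67), insulin and TOR signalling (0.48), piRNA (0.40) and cell cycle (0.38). In *aramis* RNAi against *bam* RNAi 8 lists differed by camera at a preset correlation, and 0 with an estimated correlation (lowest adjusted p = 0.667 with an estimated correlation) or by fry (lowest adjusted p = 0.547 by fry). These were cytosolic ribosomal proteins (-2.06), oxidative phosphorylation (-0.93), mitochondrial ribosomal proteins (-0.59), proteasome (-0.46), glutathione transferases (-0.33), germline differentiation (0.72), BMP signalling (0.65) and piRNA (0.53).

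The first pattern is the polysome to input ratio of ribosomal protein mRNAs, which lay apart by 3.29 (log2) between the *bam* RNAi replicates. Paired by number, replicate 1 minus replicate 2 was 2.42 in polysomes and -0.86 in input. The numbers did not pair these libraries well (correlation of deviations -0.00288), and the other pairing would give a smaller gap. After removal of each library's trend with exon length 2.87 remained, which argues against that trend as the whole cause, and 26.2% of the difference lay in the input libraries. A mislabelled *aramis* RNAi library in place of *bam* RNAi polysome replicate 2 is argued against by *ord* (6.28 times the higher *aramis* RNAi polysome library) and *RpS19b* (3.08 times), while *ais*, at 1.51 times, lay just beyond a bound of 1.5 that was set after the values were known. The elongation list differed by 0.72, between the bounds set for a shift shared by all translation machinery mRNAs and for none, so that explanation stays open. A difference between lysates or gradient fractions, or in the animals, was not tested.

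The second pattern is the lower ratio of short-mRNA lists in *aramis* RNAi than in the mean of both controls. By replicate it did not hold against *bam* RNAi replicate 2. That replicate lay between the *aramis* RNAi replicates for cytosolic ribosomal proteins (-1.63 against -2.17 and -1.23) and oxidative phosphorylation (0.11 against -0.01 and 0.49). The same held for mitochondrial ribosomal proteins and the proteasome. After removal of the length trend the median was -1.71 for cytosolic ribosomal proteins, where 2.5% of 10000 random lists of like length and level lay below -0.37, -0.66 for oxidative phosphorylation (-0.28) and -0.25 for mitochondrial ribosomal proteins (-0.18). The random lists were drawn gene by gene, so their bounds do not cover members that move together or shifts between libraries. Within that limit, length alone is argued against for cytosolic ribosomal proteins and oxidative phosphorylation, in the contrast with the mean of both controls only. The random lists were not drawn again without *bam* RNAi replicate 1 or against UAS-*tkv* alone. The random lists for cytosolic ribosomal proteins were less expressed (mean log2 CPM 9.58 against 10.60). The mitochondrial ribosomal protein list lay near its bound, so length stays open for it. The proteasome list, at -0.21, lay at percentile 18.2 of its random lists, so the length trend may account for it. Without *bam* RNAi replicate 1 the difference from *bam* RNAi was lost for cytosolic ribosomal proteins (0.03), mitochondrial ribosomal proteins (0.090) and oxidative phosphorylation (0.12), so a biological difference between the genotypes stays open as a hypothesis only. Germline and somatic lists also differed between these inputs, and what that did to the ratios was not tested.

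The third pattern is that germline lists were lower and muscle and hemocyte lists higher in *aramis* RNAi input than in UAS-*tkv*. A lower share of germline RNA, with every somatic tissue kept, would raise all somatic lists alike. Hemocyte markers (2.53) and escort, cap and follicle markers (0.32) differed by 2.22, with quartiles of 1.76 to 2.70 and -0.19 to 1.01. This gap changed by up to 0.74 between input replicates of a genotype (hemocyte markers alone fell by 1.11 from UAS-*tkv* replicate 2 to replicate 1). The lower list holds follicle cell markers, and eggshell genes fell in the same comparison (median -5.65). Eggshell genes also fell in *bam* RNAi against UAS-*tkv* (-3.32), so their fall was not particular to *aramis* RNAi. A smaller germline that also left fewer follicle cells could give this gap, so the test cannot decide on a smaller germline. Varying amounts of muscle sheath in the dissections cannot be told apart from a change with genotype, since the muscle list differed by up to 1.14 between input replicates of a genotype and by 1.95 between *aramis* RNAi and UAS-*tkv*. The medians of the germline and hemocyte lists in *aramis* RNAi differed from *bam* RNAi by at least 0.87 in size (oocyte factors -0.87, quartiles -1.96 to -0.06). With 1 input library left out, that of oocyte factors ran from -0.80 to -0.61. This argues against UAS-*Dcr-2* alone only if it acted alike in both RNAi lines, and mean *Dcr-2* was higher in *bam* RNAi. In *bam* RNAi against UAS-*tkv*, oocyte factors (-1.05), repair genes (-0.24) and hemocyte markers (0.72) moved the same way. The piRNA, differentiation and meiosis lists did not pass camera there. A part played by the transgene stays open. A change in the germline itself, in the stages present or in the tissues that rose stays open and was not tested.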

How the results depend on the processing

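The correction for exon length and the removal of a *bam* RNAi replicate from both fractions were chosen only after the result was seen. Of the comparisons of named genes with their alternatives, 2207 kept their side of the threshold, 306 lost a call, 80 gained one and 0 were counted as reversed. For lists these numbers were 2063, 224, 104 and 27, and for counts and the study's TE measure 161 kept, 97 moved and 4 reversed. For genes and lists, kept refers to the side of the threshold and not to the direction. A change of sign without a call in either setting was in general not counted as reversed. With 2 libraries per group, leaving out 1 leaves a lone sample, which is assumed to vary like the other groups. The cause of these changes was not tested.

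For input in *aramis* RNAi against UAS-*tkv* (989 higher, 851 lower), DESeq2 on the groups alone called 2298 and 2029 and edgeR on the groups alone 2086 and 2030, and leaving out a library gave 56 to 552 higher and 108 to 530 lower. Against *bam* RNAi (92 and 238) there were 604 and 547 with no filter, 152 and 379 at a mean of 10 CPM, 526 and 705 with a DESeq2 Wald test, 1346 and 1135 with DESeq2 and 893 and 995 with edgeR on the groups alone, 173 higher with the replicate block, and 317 and 484 with the length correction. Leaving out replicates gave 1 to 223 higher and 0 to 691 lower, with 18 and 103 without *bam* RNAi replicate 1 and 223 and 691 without replicate 2 in both fractions. For *bam* RNAi against UAS-*tkv* (3 and 20) there were 96 and 167 with no filter, 6 higher at a mean of 10 CPM, 40 and 71 with the Wald test, 71 and 130 with DESeq2 on the groups alone, 8 higher with the block and 6 higher with the length correction. Leaving out replicates gave 0 to 4 higher and 0 to 21 lower (1 and 2 lower without *bam* RNAi replicate 1 and 2 in both fractions).

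For TE in *aramis* RNAi against UAS-*tkv* (1 and 0 by edgeR, 732 at an unadjusted p under 0.05) there were 35 and 4 with no filter, 19 higher with the Wald test, 243 and 241 with DESeq2 and 0 with edgeR on the groups alone, 0 with the block, and 0 without any library. Against *bam* RNAi (0 by edgeR, 307 at an unadjusted p under 0.05) there were 2 and 42 with no filter. Leaving out replicates gave 0 to 377 higher and 0 to 433 lower, with 255 and 355 without *bam* RNAi polysome replicate 2. For *bam* RNAi against UAS-*tkv* (1 and 0, 216 at an unadjusted p under 0.05) there were 12 and 6 with no filter, 3 higher with the Wald test and 3 with DESeq2 on the groups alone, 0 with edgeR on the groups alone and 0 with the block. Leaving out replicates gave 0 to 1 higher and 0 to 2 lower. Against both controls (0 by edgeR, 724 at an unadjusted p under 0.05) there were 13 and 48 with no filter, and 0 to 371 higher and 0 to 424 lower on leaving out replicates, with 110 and 236 without *bam* RNAi polysome replicate 2. The median TE change of all genes in *aramis* RNAi against *bam* RNAi shifted by -0.10 with no filter, by 0.26 without *bam* RNAi replicate 2 and by -0.17 without replicate 1.

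Lists were counted as reversed only on leaving out replicates, and their medians then ran over these ranges. For input in *bam* RNAi against UAS-*tkv* midgut ran from -5.38 to 0.88 (without UAS-*tkv* input replicate 2), differentiation from -0.42 (without *bam* RNAi input replicate 1) to 0.23, and cytosolic ribosomal proteins from -0.48 to 0.41 and oxidative phosphorylation from -0.15 to 0.54, both lowest without *bam* RNAi input replicate 2. For TE, midgut ran from -5.88 to 7.94 in *aramis* RNAi against UAS-*tkv*, from -5.75 to 7.44 in *bam* RNAi against UAS-*tkv* and from -2.56 to 4.01 against both controls, each highest without UAS-*tkv* polysome replicate 2. In *aramis* RNAi against *bam* RNAi eggshell ran from -0.75 (without *bam* RNAi input replicate 2) to 1.28. There cytosolic ribosomal proteins ran from -3.25 to 0.027, mitochondrial ribosomal proteins from -1.12 to 0.090, glutathione transferases from -0.63 to 0.068 and oxidative phosphorylation from -1.86 to 0.12, all lowest without *bam* RNAi replicate 2 and highest without replicate 1 in both fractions. In *bam* RNAi against UAS-*tkv* cytosolic ribosomal proteins ran from -1.82 to 1.45, oxidative phosphorylation from -1.10 to 0.89, mitochondrial ribosomal proteins from -0.83 to 0.51 and proteasome from -0.38 to 0.45, lowest without *bam* RNAi replicate 1 and highest without replicate 2. Fat body ran from -1.06 (without UAS-*tkv* input replicate 2) to 0.90 (without UAS-*tkv* polysome replicate 2) and muscle from -0.41 (without UAS-*tkv* input replicate 2) to 0.68. By the TE measure of the study, repair genes ran from -0.91 to 1.34 in *bam* RNAi against UAS-*tkv* and from -0.73 to 1.74 in *aramis* RNAi against *bam* RNAi, and meiosis genes from -0.95 to 1.28 and from -0.62 to 1.73. Meiosis genes in *aramis* RNAi against UAS-*tkv* stood at 1.03 with a pseudocount of 0.1 and 0.49 with 10. Over the pseudocounts and CPM (not TMM-scaled here), repair genes ran from 0.09 to 0.21 in *bam* RNAi against UAS-*tkv*. In *aramis* RNAi they ran from 0.40 to 0.64 against UAS-*tkv* and from 0.30 to 0.90 against *bam* RNAi.

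Depth limits what the polysome libraries show. The smallest held 3131667 counts, and a gene with 0 counts in both UAS-*tkv* polysome libraries, such as *scaf*, has a bound of 0.171 CPM.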

Other observations

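The median level of the meiosis list in UAS-*tkv* input was 21.3 TPM, at percentile 68.5 of all genes there. The value lies below the reported one, and neither the list of genes nor the read processing was the same.

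Of the 6 polysome libraries, 5 correlated across genes more with the input library of their own replicate number than with the other input library of the genotype. The exception was *bam* RNAi polysome replicate 1 (Pearson r = 0.872 against 0.892). Genes are not independent replicates.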
